# Protein Tyrosine Phosphatase SHP2 Controls Interleukin-8 Expression in Breast Cancer Cells

**DOI:** 10.1007/s10911-022-09521-x

**Published:** 2022-06-23

**Authors:** Romain J. Amante, Priska Auf der Maur, Veronica Richina, Atul Sethi, Vytautas Iesmantavicius, Debora Bonenfant, Nicola Aceto, Mohamed Bentires-Alj

**Keywords:** Breast cancer, Cytokines, CXCL8, ETS1, IL-8, MAPK, Microenvironment, Phosphatase, PTPN11, SHP2

## Abstract

Treatment of metastasis remains a clinical challenge and the majority of breast cancer-related deaths are the result of drug-resistant metastases. The protein tyrosine phosphatase SHP2 encoded by the proto-oncogene *PTPN11* promotes breast cancer progression. Inhibition of SHP2 has been shown to decrease metastases formation in various breast cancer models, but specific downstream effectors of SHP2 remain poorly characterized. Certain cytokines in the metastatic cascade facilitate local invasion and promote metastatic colonization. In this study, we investigated cytokines affected by SHP2 that could be relevant for its pro-tumorigenic properties. We used a cytokine array to investigate differentially released cytokines in the supernatant of SHP2 inhibitor-treated breast cancer cells. Expression of *CXCL8* transcripts and protein abundance were assessed in human breast cancer cell lines in which we blocked SHP2 using shRNA constructs or an allosteric inhibitor. The impact of SHP2 inhibition on the phospho-tyrosine-proteome and signaling was determined using mass spectrometry. From previously published RNAseq data (Aceto et al. in Nat. Med. 18:529–37, 2012), we computed transcription factor activities using an integrated system for motif activity response analysis (ISMARA) (Balwierz et al. in Genome Res. 24:869–84, 2014). Finally, using siRNA against *ETS1*, we investigated whether ETS1 directly influences *CXCL8* expression levels. We found that IL-8 is one of the most downregulated cytokines in cell supernatants upon SHP2 blockade, with a twofold decrease in *CXCL8* transcripts and a fourfold decrease in IL-8 protein. These effects were also observed in preclinical tumor models. Analysis of the phospho-tyrosine-proteome revealed that several effectors of the mitogen-activated protein kinase (MAPK) pathway are downregulated upon SHP2 inhibition in vitro. MEK1/2 inhibition consistently reduced IL-8 levels in breast cancer cell supernatants. Computational analysis of RNAseq data from *SHP2*-depleted tumors revealed reduced activity of the transcription factor ETS1, a direct target of ERK and a transcription factor reported to regulate IL-8 expression. Our work reveals that SHP2 mediates breast cancer progression by enhancing the production and secretion of the pro-metastatic cytokine IL-8. We also provide mechanistic insights into the effects of SHP2 inhibition and its downstream repercussions. Overall, these results support a rationale for targeting SHP2 in breast cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10911-022-09521-x.

## Background

Breast cancer accounts for most cancer-related deaths among women worldwide [3]. A third of all breast cancers progress to metastasis, which remains the major cause of death in patients with solid tumors [4, 5]. Elucidation of the molecular mechanisms of tumor progression is essential in order to design treatment strategies. Blockade of the tyrosine phosphatase Src-homology 2 domain-containing phosphatase (SHP2) has been shown to reduce metastatic spread [1, 6] in animal models. SHP2 is a signal-enhancing phosphatase downstream of several receptor tyrosine kinases (such as epidermal-, hepatocyte- and fibroblast-growth factor receptors) [7]. We asked whether and how SHP2 regulates cytokines that could be relevant for its pro-tumorigenic properties in breast cancer.

Tumor heterogeneity on intra- and inter patient level remains a major challenge for treatments success [8, 9]. Such heterogeneity exists on genetic and phenotypic levels. Intratumor heterogeneity yields cells with several molecular and cellular programs that ultimately increase the likelihood of aggressive clones with enhanced survival, invasion and colonization [10]. Cancer cells secrete a plethora of cytokines and chemokines, often at excessive levels compared to physiological values. Those secreted factors can vary greatly between different breast cancer subtypes. Release of these factors may modulate the surrounding stroma towards a pro-tumorigenic microenvironment [11]. The CXC chemokine IL-8 belongs to the CXC glutamic acid-leucine-arginine motif-bearing family and binds to its cognate receptors CXCR1 and CXCR2 [12]. IL-8 promotes inflammation and tumor initiation and is involved in metastasis [13–15]. In addition, we have previously demonstrated that IL-8 is an active factor in breast cancer cell invasion especially in TNBC and HER2^+^ breast cancer models [16, 17]. Furthermore, IL-8 has been reported to increase cancer cell proliferation, survival, and resistance to chemotherapy, as well as enhancing angiogenesis and immune-cell recruitment [15].

The evolutionarily conserved family of E26 transformation-specific (ETS) transcription factors regulate fundamental cellular processes such as proliferation, differentiation, apoptosis, and migration [18]. In cancer, frequent dysregulation of this family leads to aberrant gene-expression programs that contribute to tumorigenesis [16, 18]. Particularly, ETS proto-oncogene 1 (*ETS1*) is a known oncogenic transcription factor overexpressed in breast cancer [19] that is driven by the mitogen-activated protein kinase (MAPK) [20].

We investigated cytokines affected by SHP2 to determine whether they contribute to its pro-tumorigenic effects. By interfering with the SHP2/MAPK axis and applying global omics approaches, our study brings new insights into how SHP2 influences IL-8 secretion in different breast cancer cell lines and thereby promotes breast cancer progression. We found that IL-8 expression is enhanced by SHP2 via the MAPK pathway and the ETS1 transcription factor. These results support previous efforts to target SHP2 in breast cancer to reduce cancer progression and ultimately prolong survival [1].

## Results

### Inhibition of SHP2 Downregulates Expression of IL-8 in Breast Cancer Cell Lines

We first investigated the effect of the allosteric SHP2 inhibitor SHP099 on the secreted chemokines of the triple-negative breast cancer (TNBC) cell line SUM159. Cytokine array analysis revealed downregulation of several cytokines in conditioned medium from SUM159 treated with SHP099, including CXCL1, IL-8, and IL-32α, with decreases of 73%, 70%, and 55%, respectively (Fig. 1A).

**Fig. 1:**
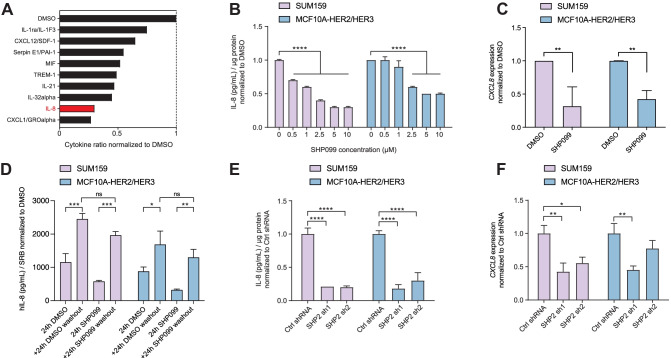
SHP2 blockade downregulates IL-8. (**A**) Bar graph representing the quantification of the nine most downregulated cytokines in SUM159 cell supernatants treated with SHP099 for 48 h relative to vehicle-treated cells. Data shown are dot quantification by pixel density from cytokine-array scans. (**B**) Bar graph representing IL-8 protein abundance in the supernatant of the indicated cell lines treated for 48 h at the SHP099 concentrations shown. Data are IL-8 protein concentrations normalized by total protein ± standard deviation (S.D.) (*n* = 3, ****P ≤ 0.0001, Two-way ANOVA test). (**C**) Bar graph representing *CXCL8* mRNA expression in the indicated cell lines after 120 h of SHP099 inhibition (*n* = 3, **P ≤ 0.001, Two-way ANOVA test). (**D**) Bar graph representing IL-8 protein abundance in the supernatant of the indicated cell lines treated for 24 h with DMSO or 10 µM SHP099 normalized to the protein content of each well determined by SRB staining. Washout conditions were collected 24 h after media exchange. (*n* = 3, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, Two-way ANOVA test). (**E**) Bar graph representing IL-8 protein abundance in the supernatants of the indicated cell lines upon *SHP2* knockdown. Data are shown ± S.D. (*n* = 3, ****P ≤ 0.0001, Two-way ANOVA test). (**F**) Bar graph representing *CXCL8* mRNA expression in the indicated cell lines upon *SHP2* knockdown. Data are shown ± S.D. (*n* = 3, *P ≤ 0.05, **P ≤ 0.01; Two-way ANOVA test)

We then performed IL-8 ELISA on supernatants from SUM159 and MCF10A-HER2/HER3 cells treated with SHP099 or vehicle control at different concentrations. In the SUM159 cells, the IL-8 level was 30% lower than the control at 0.5 µM and 70% lower at 5 µM. In contrast, in MCF10A-HER2/HER3 cells, IL-8 expression was lower by 40% at 2.5 µM and 50% at 5 µM (Fig. 1B).

To investigate whether SHP2 affects *CXCL8* at the transcriptional level, we measured *CXCL8* transcripts by real-time quantitative PCR in SUM159 and MCF10-HER2/HER3 treated with SHP099. After 120 h of SHP2 inhibition, *CXCL8* mRNA levels were lower in SUM159 and MCF10A-HER2/HER3 cells by 68% and 57%, respectively (Fig. 1C).

To explore cell recovery after SHP2 inhibition using SHP099, we have performed a washout experiment. We replaced the medium containing DMSO or SHP099 after 24 h, with fresh medium (without DMSO or SHP099) for the SUM159 and MCF10A-HER2/HER3 cell lines (Fig. 1D). Both cell lines showed a significant IL-8 increase after fresh medium exchange, regardless of conditions (DMSO or SHP099).

Furthermore, short hairpin-mediated depletion of *SHP2* (SHP2 sh) (Supplementary Fig. 1A) also reduced both the expression and protein abundance of IL-8 when SUM159 and the MCF10A-HER2/HER3 cells were grown as a monolayer (Fig. 1E, F) or as 3D cultures (Supplementary Fig. 1B). Thus, knockdown or allosteric inhibition of SHP2 reduces IL-8 expression and secretion.

### SHP2 Blockade Lowers IL-8 Levels by Inhibiting the MAPK Signaling Cascade and Leads to Reduced ETS1 Activity

To investigate how SHP2 activity reduces IL-8 levels, we performed short SHP099 treatments from 1 to 30 min in SUM159 cells and quantified phospho-tyrosine peptides by mass spectrometry (Fig. 2A; Supplementary Fig. 1C). Of the significantly impacted phospho-tyrosine peptides, 17 are involved in the MAPK pathway regulation. Of these, 13 peptides were less abundant and 4 peptides were more abundant than in vehicle-treated SUM159 (Fig. 2A; Supplementary Fig. 1D). Separate analysis showed that the phospho-serine and phospho-threonine peptides downregulated upon SHP2 inhibition were all peptides of proteins involved in the regulation of the MAPK pathway (Supplementary Fig. 1D). Immunoblotting confirmed that SHP2 inhibition by SHP099 reduced phosphorylation of ERK1 and ERK2 (Thr202/Tyr204, respectively), two downstream effectors of active MAPK signaling (Supplementary Fig. 1F). Together this indicates that SHP099 inhibits MAPK signaling.

**Fig. 2:**
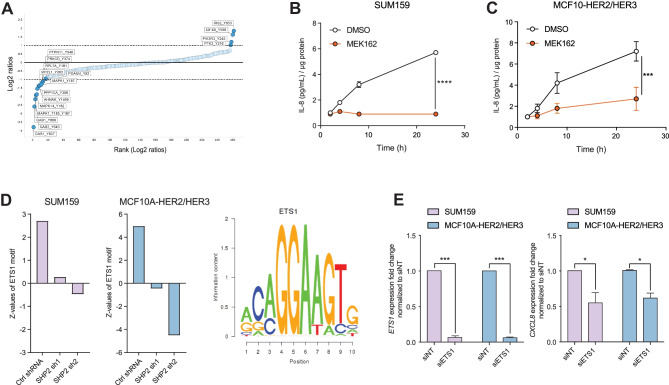
SHP2/MAPK enhances IL-8 levels via the transcription factor ETS1. (**A**) Scatter plot representing ranked phospho-tyrosine peptides depleted (left) or enriched (right) in SUM159 cells after 30 min of SHP099 treatment. Dark blue dots indicate phospho-peptides known to be involved in MAPK pathway regulation. The dotted line represents an arbitrary cutoff value. (**B**–**C**) Curves representing IL-8 protein abundance in the supernatants of the indicated cell lines upon MEK162 treatment at the indicated time points. Data shown are IL-8 protein concentrations normalized by total protein. Fold changed based on the 2h time point, ± S.D. (*n* = 3, ***P ≤ 0.001, ****P ≤ 0.0001, Two-way ANOVA test). (**D**) Bar graphs showing the ETS1 transcription factor activity profile (left) in *SHP2* knockdown SUM159 tumors and MCF10A-HER2/HER3 3D cultures and its DNA-binding motif (right). (**E**) Bar graphs representing *ETS1* and *CXCL8* mRNA expression in the indicated cell lines 96 h after addition of siRNA (*n* = 3, *P ≤ 0.05, ***P ≤ 0.001, Two-way ANOVA test)

SHP2 is required for MAPK activation downstream of most receptor tyrosine kinases [21]. To assess whether MAPK signaling regulates IL-8, we treated SUM159 and MCF10A-HER2/HER3 with the MEK1/2 inhibitor MEK162. MEK inhibition reduced IL-8 concentration in the supernatant 6.3-fold compared to vehicle in SUM159 cells and 2.7-fold in MCF10A-HER2/HER3 cells (Fig. 2B, C). The data suggest that SHP2 inhibition of MAPK signaling may account for the reduction in IL-8 expression and abundance.

To identify the transcription factors that regulate IL-8 expression downstream of SHP2/MAPK, we performed a Motif Activity Response Analysis (MARA) on RNAseq data from SUM159 tumors and MCF10A-HER2/HER3 cells grown in 3D cultures in the presence or absence of SHP2. The MARA results indicated that the activity of the transcription factor ETS1 was reduced by *SHP2* knockdown (Fig. 2D).

To assess whether ETS1 directly modulates IL-8 expression, we transfected SUM159 and MCF10A-HER2/HER3 cells with small interfering RNA (siRNA) targeting *ETS1* and quantified *CXCL8* transcripts by RT-qPCR. Knockdown of *ETS1* in both models reduced expression of *CXCL8* (Fig. 2E).

## Discussion

Cancer cells frequently show enhanced chemokine signaling, which in turn supports their proliferation and survival [15]. In this study, we investigated cytokines regulated by SHP2 that may further contribute to pro-tumorigenic properties. We found decreases in *CXCL8* transcripts and protein after *SHP2* knockdown or after pharmacological inhibition. MEK1/2 inhibition-evoked decrease in MAPK signaling also reduced levels of the cytokine IL-8. Thus, the fact that SHP2 blockade reduces MAPK activity suggests this as a mechanism through which it dampens IL-8 levels.

Computational analysis of RNAseq data from tumors following knockdown of *SHP2* revealed reduced activity of the transcription factor ETS1, a direct target of ERK and a reported transcription factor of *CXCL8* [22–25] (see Supplementary Fig. 1G). Knockdown of *ETS1* indeed reduced the levels of *CXCL8*, which suggests that it is regulated via the SHP2/MAPK/ETS1. Several other transcription factors (AP1, NF-kB) are also known to regulate IL-8 expression in a cell type-specific manner [26, 27], which may account for the levels of IL-8 still detected after SHP2 inhibition.

Under physiological conditions, IL-8 is secreted by myeloid cells, endothelial cells, and fibroblasts. It recruits granulocytes and contributes to the resolution of infections and the healing of damaged tissue [28]. IL-8 has a broader effect in tumors. In a paracrine manner, the IL-8/CXCR1/CXCR2 axis attracts neutrophils and myeloid-derived suppressor cells (MDSC), resulting in an immunosuppressive and pro-tumorigenic environment. These immune infiltrates secrete growth factors and cytokines, remodel the extracellular matrix and induce angiogenesis [29, 30]. In an autocrine fashion, tumor-derived IL-8 facilitates oncogenic signaling, angiogenesis, epithelial-to-mesenchymal transition (EMT) [31], acquisition of stem-cell traits, resistance to therapy, and pro-metastatic features of cancer cells [13, 14, 17, 32]. Also, the microenvironment has a dramatic impact on cancer cells and their exposure to IL-8 [33]. Cancer cells in the periphery of the tumor bulk are in closer contact with fibroblasts, hence exposed to IL-8 and its effects [34]. This adds an extra layer of complexity leading to tumor heterogeneity [9].

In clinical settings, IL-8 is upregulated in numerous human tumors (e.g. brain, breast, lung, melanoma) [35]. High levels of this cytokine in the serum of cancer patients often correlate with an adverse prognosis [29, 36] and predict a poor response to checkpoint-based immunotherapy [37]. For example, in colon cancer mouse models, the combination of an SHP2 inhibitor and an anti-PD-1 antibody showed higher therapeutic efficacy than monotherapy [38]. It remains to be determined whether this is mediated by the effect of SHP2 inhibition on IL-8 levels and whether a similar combination would be beneficial in other cancer types.

Our cytokine array showed that other cytokines such as CXCL1 and IL32-alpha are downregulated upon SHP2 inhibition in breast cancer cell lines. CXCL1 also mediates neutrophil recruitment and activation [39] and, similar to IL-8, was reported to support cancer growth, angiogenesis, and metastasis [40]. IL-32 is a pro-inflammatory cytokine involved in cancer-related inflammation and is upregulated in several malignancies [41]. The contribution of these cytokines to the anticancer effects of SHP2 inhibition is warranted.

We and others have previously demonstrated a fundamental effect of SHP2 on tumor maintenance and progression in HER2-positive and triple-negative breast cancers [6, 7, 16, 42]. Given that both IL-8 and ETS1 expression correlate with the invasive phenotypes of cancer cells and angiogenesis [19, 43], our study provides further evidence of the multifaceted promotion of breast cancer progression by SHP2, in this case via upregulation of the pro-tumorigenic cytokine IL-8.

## Methods

### Cells, Cell Culture, and Reagents

SUM159 cells were propagated in Nutrient Mixture F-12 supplemented with 5% fetal calf serum, 0.5 μg/ml hydrocortisone, and 10 μg/ml insulin (all from Sigma), 100 IU/ml penicillin, 100 μg/ml streptomycin, and 100 μg/ml Normocin (InvivoGen). MCF10A-HER2/HER3 [1] were propagated in DMEM/F12 medium (Invitrogen) supplemented with 5% horse serum (Hyclone), 20 ng/ml human EGF (Peprotech), 0.5 μg/ml hydrocortisone, 100 ng/ml cholera toxin, and 10 μg/ml insulin (all from Sigma), 100 IU/ml penicillin, 100 μg/ml streptomycin and 100 μg/ml Normocin (InvivoGen). These cells were profiled for cell line-specific highly-polymorphic short tandem repeat loci (STRs) (Microsynth). Previously published tools were used for the inducible RNAi studies [1]. For siRNA experiments, 175,000 cells were seeded in 6-well plates. The following day, cells were transfected using DharmaFECT and the human ETS1 siRNA- SMARTpool (L-003887-00-0005) or the non-targeting pool as control (D-001810-10-05). Experiments were performed according to the manufacturer’s protocol and using siRNA at final concentrations of 25 nM and 12.5 nM for SUM159 and MCF10A-HER2/HER3, respectively. Cells were harvested at the times indicated in the figure legends.

### Compounds

SHP099 and MEK162 were obtained from Novartis (Basel, Switzerland and Cambridge, USA). Compounds were prepared as 10 mM stock solutions in DMSO and stored protected from light at –20 °C.

### Cytokine Array and IL-8 ELISA

Cells were cultured overnight in 6-well plates at 250,000 cells/well and the culture medium containing the inhibitor(s) described above was then added. Cell supernatants were collected 48 h later and cells lysed with RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1 × protease inhibitor cocktail (Complete Mini, Roche), 0.2 mM sodium orthovanadate, 20 mM sodium fluoride, and 1 mM phenylmethylsulfonyl fluoride (Fig. 1A–C). For washout experiments, cells were seeded in 96-well plate at 10’000 cells/well for MCF10A HER2/HER3 and 5’000 cells/well for SUM159. The day after, culture medium containing DMSO or 10 μM SHP099 was added. After 24 h, cell supernatants were collected, and fresh media was added (washout), and cell supernatant was harvest again after 24 h [44]. For protein quantification, cells were fixed and stained for SRB (Fig. 1D). For *SHP2* knockdown cell lines, a similar time plan was used, following 5 days of doxycycline treatment (Fig. 1E, F). Cytokine arrays were performed using a Proteome Profiler Human Cytokine Array Kit (R&D Systems) according to the manufacturer’s protocol. IL-8 ELISA was performed using the Legend Max Human IL-8 ELISA Kit with Pre-coated Plates (BioLegend) according to the manufacturer’s protocol.

### Immunoblotting

Treated cells were lysed in RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) containing 1 × protease inhibitor cocktail (Complete Mini, Roche), 0.2 mM sodium orthovanadate, 20 mM sodium fluoride, and 1 mM phenylmethylsulfonyl fluoride. Samples were supplemented with Laemmli buffer and boiled for 5 min at 95 °C on a heating block. Proteins (30 µg) were loaded onto a 10% polyacrylamide gel and subsequently transferred to a PVDF membrane (Immobilon-P, Millipore). The membrane was blocked for 1 h at room temperature with 5% BSA in TBS supplemented with 0.05% Tween 20 (TBS-T). Primary antibodies (anti-phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) Cell Signaling, #9101; anti-ERK2 Santa Cruz Biotechnology, sc-1647) were diluted in TBS-T and incubated with the membrane overnight at 4 °C. Secondary antibodies (IRDye 680RD or 800RD) were incubated with the membrane for 1 h at room temperature. Blots were imagined using a LI-COR Odyssey CLx imager.

### Proteomic Analysis

SUM159 cells were cultured in 500-cm^2^ Square TC-treated Culture Dishes (Corning) to 65% confluence. For each sample, three plates have been treated with DMSO for the control sample and with 10 µM of SHP099 at 1 min, 5 min, 15 min and 30 min time points. After rinsing the plates with ice-cold PBS twice, cells were collected into 2% sodium deoxycholate in 50 mM HEPES buffer (pH 8.5) using a cell scraper. The cell lysate was sonicated using a Branson digital tip sonicator for 1 min at 70% amplitude on ice, followed by a 5-min incubation at 95 °C. Proteins were reduced and alkylated for 30 min in the dark in 5 mM TCEP or 5 mM chloroacetamide, respectively. The samples were fourfold diluted with 50 mM HEPES buffer (pH 8.5) and digested overnight with LysC (Wako Chemicals) at a 1:100 ratio. The next morning, samples were supplemented with trypsin (ThermoFisher) at a 1:100 ratio and incubated for 24 h at 37 °C. The digestion was quenched by adding 10% TFA to a final concentration of 1%. The peptides were cleared by centrifugation for 5 min at 7000 × *g*, purified using a SEP-PAK (Waters), and eluted in 50% acetonitrile in water.

For phosphotyrosine enrichment, 6.5 mg aliquots of peptides from each sample were subjected to immunoprecipitation using the PTMScan Phospho-Tyrosine Motif Kit from Cell Signaling (P-Tyr-1000) and the phosphorylated peptides were enriched and eluted according to the manufacturer’s instructions. Eluted peptides were labeled with TMT10plex isobaric labeling reagents (Thermo Fisher) as described in the manufacturer’s instructions, followed by off-line high pH fractionation.

For the global proteome and the phosphoserine/threonine enrichment, a peptide fraction of 500 µg from each sample was labeled with TMT reagents and pooled. A 100 µg aliquot of the peptide mixture was subjected to off-line high pH fractionation for global proteome measurements, while the rest was used for TiO2-based phosphorylated peptide enrichment as described in Borisova et al. [45], followed by off-line high pH fractionation of phosphorylated peptides. The high pH off-line fractionation was carried out on a YMC Triart C18 0.5 × 250 mm column (YMC Europe GmbH) using the Agilent 1100 system (Agilent Technologies). A total of 96 fractions was collected for each experiment and concatenated into 48 fractions as previously described [46]. For each LC-MS analysis, approximately 1 µg aliquots of peptides were loaded onto PepMap 100 C18 2 cm trap (Thermo Fisher) using the Proxeon NanoLC-1000 system (Thermo Fisher). On-line peptide separation was performed on a 15 cm EASY-Spray™ C18 column (ES801, Thermo Fisher) by applying a linear gradient of increasing ACN concentration at a flowrate of 150 nL/min. Orbitrap Fusion Lumos Tribrid (Thermo Fisher) mass spectrometer was operated in the data-dependent mode. The ions for the survey scan were collected for a maximum of 100 ms to reach the AGC target value of 20’0000 and the scan recorded using an Orbitrap detector at a resolution of 120’000. The top 10 most intense precursor ions from the Orbitrap survey scan were selected for higher-energy C-trap dissociation (HCD) at 38% normalized collision energy scan. To reach an AGC value of 50’000 ions, the maximum ion accumulation time for the MS2 scan was set to 180 ms for the proteome measurements and 150 ms for phosphorylated peptide measurements. The TMT reporter ions were quantified using an MS2 scan recorded using the Orbitrap analyzer at a resolution of 50’000. Thermo RAW files were processed using Proteome Discoverer 2.1 software (Thermo Fisher) as described in the manufacturer’s instructions. Briefly, the Sequest search engine was used to search the MS2 spectra against the *Homo sapiens* UniProt database (downloaded on 04/04/2017) supplemented with common contaminating proteins. For total proteome analysis, cysteine carbamidomethylation and TMT tags on lysine and peptide N-termini were set as static modifications, whereas oxidation of methionine residues and acetylation protein N-termini were set as variable modifications. For phosphorylated peptide-enriched sample analysis, serine, threonine, and tyrosine phosphorylation were set as variable modifications while other modifications were set as for the proteome analysis. The assignments of the MS2 scans were filtered to allow 1% FDR. For reporter quantification, the S/N values were corrected for isotopic impurities of the TMT reagent using the values provided by the manufacturer. The sums across all TMT reporter channels were normalized assuming equal total protein content in each sample for proteome analysis whereas, for phosphorylated peptide analysis, normalization was based on the total amount of phosphorylated peptides.

### Microarray Analysis

Total RNA was extracted from SUM159 samples with TRIzol reagent (Invitrogen), processed and hybridized to GeneChip Human Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA), and scanned according to the manufacturer's instructions. CEL files for MCF10a samples were downloaded from Gene Expression Omnibus repository GSE34525 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34525).

All gene arrays were processed in R (http://www.r-project.org/) using Bioconductor and the package oligo [47]. Robust multi-array mean was performed using the following command: expr <- rma(read.celfiles(filenames)). Probes with the largest interquartile range were selected as representative of corresponding genes (using array annotation from Bioconductor package hugene10sttranscriptcluster.db). 

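RNA of SUM159 cells, a mesenchymal triple-negative breast cancer line, was hybridized to 7 Human Gene 1.0 ST arrays. These arrays carry probes along the length of each transcript, and the brightness of a transcript's probes stands for its RNA level. The cells carried a doxycycline-inducible hairpin, which was a control on 2 arrays (Ctrl shRNA), 1 hairpin against SHP2 on 2 arrays (SHP2 sh1) and another on 3 arrays (SHP2 sh2). The sample labels give 15 days of doxycycline in 2D culture and a column-based RNA kit, whereas the paper's array methods name TRIzol. The paper's methods speak of at least 3 independent experiments in each study, and the arrays number 2, 2 and 3. Nothing in the labels says whether the arrays of a group came from separate cultures, so the p-values measure the spread between these arrays, which may be technical. PTPN11, the gene of SHP2, was lower on all 5 arrays labelled SHP2 sh1 or SHP2 sh2 than on both Ctrl shRNA arrays, with a gap of 1.21 on the log2 scale between the lowest control and the highest of the 5. The deposited values are log2 expression from robust multi-array averaging, made by the authors with oligo, and run from 1.94 to 13.9. They were used as deposited. Of 33297 probes, 19460 had 1 gene symbol in the array annotation used here, 1754 had several and 12083 were not listed in it. For each of 18417 genes, the probe with the largest interquartile range over the 7 arrays was taken, after the paper's methods, and the 3 groups were fitted together in limma. SHP2 sh1 replicate 2 and SHP2 sh2 replicate 2 stood apart. Among the other 5 arrays the correlation between arrays over all probes ran from 0.981 to 0.992. It ran from 0.930 to 0.965 between SHP2 sh1 replicate 2 and those 5, from 0.886 to 0.936 between SHP2 sh2 replicate 2 and those 5, and was 0.972 between these 2 arrays. The first principal component held 78.6% of the variance between arrays, with scores of 54.8 and 90.1 for these 2 arrays and of -44.8 to -3.01 for the others. With 2 or 3 arrays per group, the number of arrays limits the precision.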

Microarray data for SUM159 are accessible from the Gene Expression Omnibus repository (GSE182033). Differential gene expression between cells engineered with Crtl shRNA, SHP2 sh1, and SHP2 sh2 was calculated using the package limma [48].

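PTPN11 was 3.48-fold lower in cells with either SHP2 hairpin than in Ctrl shRNA cells, taking the mean of both hairpins. Its log2 expression was 9.35 ± 0.25 (SD, n = 2) with Ctrl shRNA, 7.42 ± 0.68 (SD, n = 2) with SHP2 sh1 and 7.68 ± 0.42 (SD, n = 3) with SHP2 sh2. CXCL8, which encodes IL-8, was at 11.32 ± 0.07 (SD, n = 2) with Ctrl shRNA, 11.31 ± 1.60 (SD, n = 2) with SHP2 sh1 and 10.60 ± 1.01 (SD, n = 3) with SHP2 sh2. Its arrays spread widely within a hairpin, at 12.44 and 10.18 with SHP2 sh1 and at 11.12, 9.44 and 11.25 with SHP2 sh2, and the lower value of each hairpin came from the array that stood apart. ETS1, a transcription factor of the ETS family, was at 8.64 ± 0.01 (SD, n = 2), 8.66 ± 0.26 (SD, n = 2) and 8.43 ± 0.31 (SD, n = 3). The log2 fold change of the mean of both hairpins was -1.80 for PTPN11 (standard error 0.34, adjusted p = 0.758 from limma), -0.37 for CXCL8 (standard error 0.72, adjusted p = 0.804) and -0.10 for ETS1 (standard error 0.23, adjusted p = 0.833). Adjusted over these 3 genes alone, a choice made after seeing the data, PTPN11 passed (adjusted p = 0.0042 from limma) and the others did not (0.685 for each). The unadjusted p of PTPN11 was 0.0014, the smallest but 3 of the 18417 genes. Among other cytokines named in the paper, CXCL1 had a log2 fold change of -0.21 (-0.71 to 0.29 with single arrays left out), IL32 of 0.30 (0.13 to 0.47) and IL1RN of 1.03 (0.54 to 1.52), and TREM1, a receptor of myeloid cells, of -1.47 (-2.53 to -0.40, its controls being at 6.99 and 9.12), none past the threshold. Of the 17 genes named in the paper that were measured, 13 had a log2 fold change within 0.5 of 0. HPRT1, the control gene of the paper's RT-qPCR, was at 8.82 and 6.69 on the 2 SHP2 sh1 arrays and at 7.99, 6.52 and 8.31 on the SHP2 sh2 arrays, against 8.35 and 8.27 with Ctrl shRNA. At an adjusted p under 0.05, limma called 0 of 18417 genes with SHP2 sh1, 0 with SHP2 sh2, 0 for the mean of both hairpins and 0 between the 2 hairpins. At an unadjusted p under 0.05 there were 201, 432, 358 and 116 genes, where chance gives about 921. Counts under chance do not show an absence of effects, because the 2 arrays that stood apart widen the spread. The median standard error for the mean of both hairpins was 0.26 with them and 0.09 without them. limma's F test across the 3 groups also called 0 genes. The planned array weights, whose estimate stopped before it converged, gave 24 lower and 6 higher genes with SHP2 sh2 and 0 in the other comparisons. Without the 2 arrays that stood apart, a choice made after seeing the data, the log2 fold change of CXCL8 for the mean was 0.49. It was 1.12 with SHP2 sh1, which is then 1 array, and -0.14 with SHP2 sh2.

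**Figure D1:**
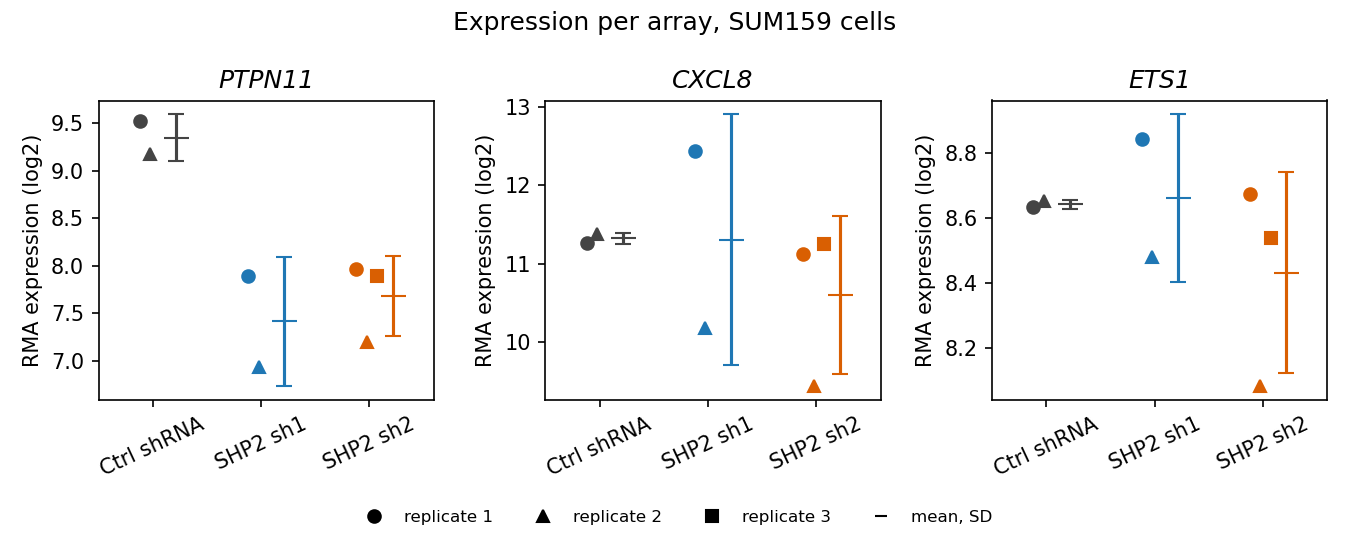
RMA expression (log2) of PTPN11, CXCL8 and ETS1 on each array by group, with the symbol giving the replicate number and the bar beside each group its mean and SD. PTPN11 lies between 6.93 and 7.96 on the SHP2 arrays and at 9.18 and 9.53 on the control arrays, whereas CXCL8 lies below both controls on the 3 SHP2 sh2 arrays and on either side of them with SHP2 sh1, and ETS1 overlaps between groups.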

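Of 22 genes that ERK signalling induces, a list set before the data were examined, 16 had a log2 fold change below 0 and 6 above 0 for the mean of both hairpins, with a median of -0.24. EPHA4, an ephrin receptor, had a log2 fold change of -0.71 with SHP2 sh1 and -1.32 with SHP2 sh2. MYC, a transcription factor of growth, had -0.54 and -0.56. Over other processing settings these values of MYC ran from -0.66 to -0.27 and from -0.67 to -0.17. The median of the ERK list was -0.67 and -0.83 on the 2 arrays that stood apart, and 0.15, -0.24 and -0.07 on the other SHP2 arrays. Of 19 ETS family transcription factors, 15 were below 0 and 4 above 0, with a median of -0.26. FLI1 had a log2 fold change of -0.85 (-1.31 to -0.39 with single arrays left out) and ELF1 of -1.04 (-0.49 without the 2 arrays that stood apart). Of 17 genes reported as ETS1 targets, 10 were below 0 and 7 above 0, with a median of -0.31. MMP9 and MMP13, both matrix metalloproteinases, had 0.54 and -1.35, the latter -0.32 without the 2 arrays that stood apart. Of 23 inflammatory cytokines and NF-kB targets, 12 were above 0 and 11 below 0, with CCL2, a monocyte chemokine, at 1.83 and TNF at 0.87. Fig. 1A shows secreted protein under the SHP2 inhibitor, whereas the arrays measured RNA after a labelled 15 days of doxycycline. The 7 measured cytokines of Fig. 1A had a median of 0.00266 and a mean of -0.07, with 4 above 0 and 3 below 0. That median is the value of IL21, a dim gene at 3.48 to 3.81 on the 7 arrays. The log2 fold changes of the 7 ran from -1.47 for TREM1 to 1.03 for IL1RN. None of the genes of these lists passed the threshold over all genes. Adjusted over the list alone, EPHA4 passed with SHP2 sh2 (adjusted p = 0.028 from limma) but not for the mean of both hairpins (adjusted p = 0.074), and no other gene of these lists passed. camera, which compares a list with all other genes at a preset correlation of 0.01, placed the ERK list lower (adjusted p = 0.0098) and the ETS family lower (adjusted p = 0.0050), but not the ETS1 targets (adjusted p = 0.532), the inflammatory list (adjusted p = 0.419) or the Fig. 1A cytokines (adjusted p = 0.928). With an estimated correlation both calls were lost (adjusted p = 0.560 for each). Without the 2 arrays that stood apart the median of the ERK list was 0.08 (adjusted p = 0.653) and that of the ETS family -0.02 (adjusted p = 0.557), although with SHP2 sh2 both were still placed lower (-0.18, adjusted p = 0.045, and -0.14, adjusted p = 0.029) and with SHP2 sh1 the ERK list was placed higher (0.15, adjusted p = 0.023), whereas for the mean the other lists were placed higher, at 0.15 for the ETS1 targets (adjusted p = 0.014), 0.55 for the inflammatory list (adjusted p = 1.8e-08) and 0.49 for the Fig. 1A cytokines (adjusted p = 0.019), calls all lost with an estimated correlation (smallest adjusted p 0.560). There SHP2 sh1 is 1 array, with medians of 0.39, 1.06 and 0.93 for these 3 lists, against -0.05, 0.11 and 0.11 with SHP2 sh2, where none was called.

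**Figure D2:**
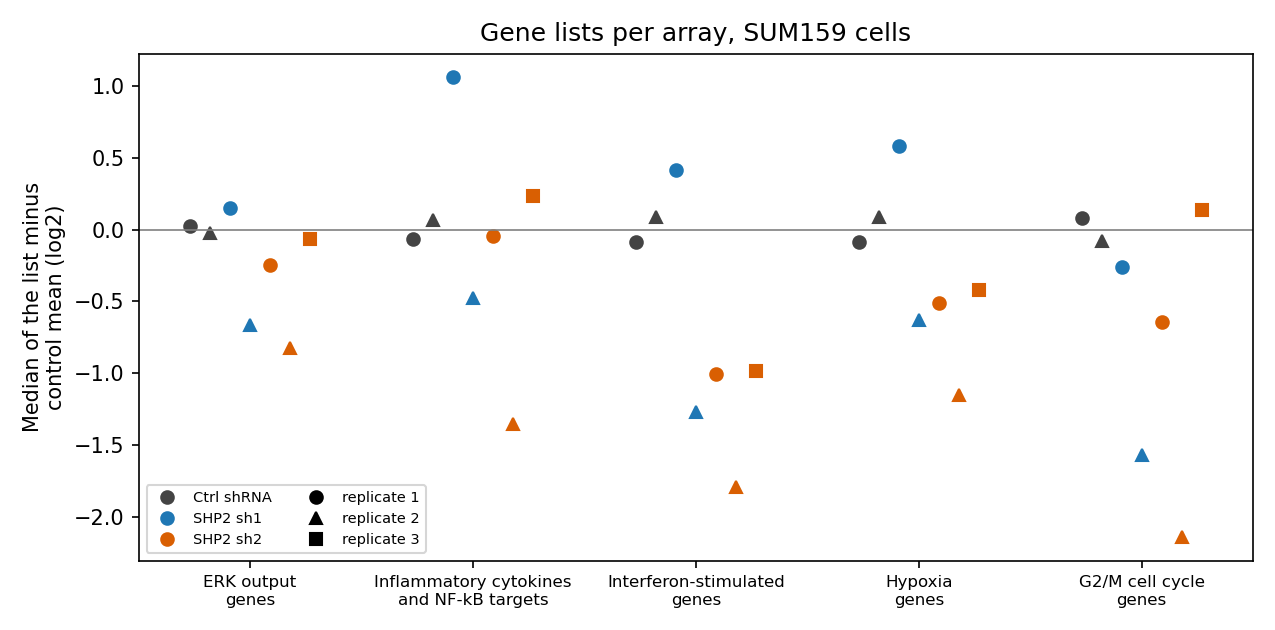
Median difference from the control mean (log2) of 5 gene lists on each array, with the colour giving the group and the symbol the replicate number. The interferon-stimulated genes lie between -1.79 and -0.98 on the 3 SHP2 sh2 arrays, at 0.41 on SHP2 sh1 replicate 1 and at -1.27 on SHP2 sh1 replicate 2.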

### Motif Activity Response Analysis (MARA)

We used the MARA [2] to model genome-wide gene expression patterns in terms of computationally predicted transcription factor binding sites. We compared the activity means and standard deviations of several regulatory motifs under control and *SHP2*-knockdown conditions.

### Quantitative Real-Time PCR

Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) and reverse transcribed using the iScript cDNA Synthesis Kit (BioRad). The resulting cDNA was used for TaqMan-based quantitative real-time PCR using the PrimeTime Gene Expression Master Mix (IDT) for quantification of *CXCL18*, *PTPN11*, and *ETS1*, with *HPRT1* as a control gene. The following PrimeTime qPCR Probe Assays (IDT) were used: Hs.PT.58.39926886.g, Hs.PT.56a.20552233, Hs.PT.58.39917763, Hs.PT.58v.45621572.

### Statistical Analysis

In each of the studies presented, the results shown represent at least three independent experiments. Values are reported as means ± standard deviation. Data were tested for normal distribution and ANOVAs tests were applied using GraphPad Prism 7.04. The *P* values < 0.05 were considered statistically significant.

### Data Availability

Proteomic data are available via ProteomeXchange with identifier PXD017219. Microarray data were described elsewhere [1] and can be downloaded from the Gene Expression Omnibus repository under GSE34525 and GSE182033 for the MCF10A and SUM159, respectively.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file 1: SHP2 blockade downregulates MAPK and leads to reduced IL-8 levels in vitroand in vivo*. *(**A**) Bar graph representing *PTPN11* (SHP2) mRNA expression in the indicated cell lines upon SHP2 knockdown. Data are shown ± S.D.(*n *= 3, ****P ≤ 0.0001, Two-way ANOVA test). (**B**) Differential expression of *PTPN11* and *CXCL8* upon SHP2 knockdown in SUM159 tumors and MCF10A-HER2/HER3 3D cultures. (**C**) Scatter plot representing ranked phospho-tyrosine peptides depleted (left) or enriched (right) in SUM159 cells upon SHP099 treatment at the indicated timepoints. Dark blue dots indicate phospho-peptides known to be involved in MAPK pathway regulation. The dotted line represents the used cutoff value of 1-fold change in log2 space. (**D**) Representative phospho-tyrosine peptides involved in MAPK pathway activation (orange) or inhibition (blue) upon SHP099 inhibition at the indicated time points. (**E**) Scatter plot representing phospho-serine/threonine peptides depleted (left) or enriched (right) in SUM159 cells after a 30 min SHP099 treatment. Dark blue dots indicate phospho-peptides known to be involved in MAPK pathway regulation. (**F**) Immunoblot against phospho-p44/42 MAPK (Erk1/2)(Thr202/Tyr204) and ERK2 in SUM159 and MCF7 cells. Treatments were added 2 h prior to harvest (MEK162 1 μM, SHP099 2.5 μM) (*n* = 2). (**G**) A multi-protein signaling complex is assembled upon activation of receptor tyrosine kinases (RTKs), cytokine receptors, or scaffolding proteins. Adaptor proteins such as growth factor receptor-bound protein 2 (GRB2) and GRB2-associated-binding protein 1 or 2 (GAB1/2) engage with SHP2 and promote RAS activation via its guanine nucleotide exchange factor son of sevenless homolog 1 (SOS1). Activated Ras relays the signaling to the Raf/MEK/ERK signal transduction cascade. Upon phosphorylation, ERK can activate different transcription factors, one of them being ETS1. Phosphorylated ETS1 then initiates transcription of CXCL8, that is translated and secreted by cancer cells and may thus enhance metastatic progression of the disease.

## Abbreviations

**BLBC**: Basal like breast cancers
**CXCL**: Chemokine (C-X-C motif) ligand
**CXCR**: Chemokine (C-X-C motif) receptor
**ETS1**: ETS proto-oncogene 1
**IL**: Interleukine
**ISMARA**: Integrated Systems for Motif Activity Response Analysis
**MAPK**: Mitogen-activated protein kinase
**MARA**: Motif activity response analysis
**MMP**: Matrix metalloproteinase
**RTK**: Receptor tyrosine kinase
**SHP2**: Src-homology 2 domain-containing phosphatase
**TNBC**: Triple-negative breast cancer

How the deposited data were processed for this re-analysis (not part of the article)

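Gene expression was measured on 7 Human Gene 1.0 ST arrays of SUM159 cells with Ctrl shRNA (2 arrays), SHP2 sh1 (2 arrays) and SHP2 sh2 (3 arrays), after 15 days of doxycycline according to the sample labels. The authors read the scanner files with oligo (version not given in the sources used here) and made log2 values by robust multi-array averaging, which corrects the background, normalizes between arrays by quantiles and summarises the probes of a transcript. These deposited log2 values were used as given. Quantile normalization acts on single probes, and the standard deviation of the summarised values still ran from 1.92 to 2.15 between arrays.

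Gene names came from the platform annotation, updated through the gene ID with the RefSeq table of GRCh38.p14, where the IDs of 19429 of 19460 single-gene probes were found. Probes with several symbols named no gene. The probe with the largest interquartile range over the 7 arrays stood for its gene, as in the paper's methods, which used another annotation source. This choice concerned 769 genes with more than 1 probe. PTPN11, CXCL8 and ETS1 each had 1. No probe was left out for low signal.

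limma (3.58.1, in R 4.3.3) fitted the 3 group means over all 7 arrays with eBayes. Each hairpin and the mean of both were compared with Ctrl shRNA, and SHP2 sh2 with SHP2 sh1. Tests were two-sided, with Benjamini-Hochberg adjustment over 18417 genes and a threshold of 0.05. In 16 gene lists set before the data were examined, members were counted past the threshold and camera was run with a preset correlation of 0.01. The genes to be named were also set beforehand. They were the genes the paper names, of which 17 of 20 had a probe with 1 symbol, up to 12 genes in each direction past the threshold in the mean of both hairpins, up to 4 past the threshold in each list or otherwise the 2 of smallest p, and up to 4 in each direction past the threshold between hairpins. No gene passed, so the parts on genes past the threshold named none. Any other gene is said to be chosen after its values were seen.

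The procedure was tested on simulated arrays for the mean of both hairpins over 18417 genes, with 200 genes changed. With the spread of the 7 arrays, 6 of 100 genes changed by 1 on the log2 scale and 75 of 100 changed by 2 were called, with 3 false calls. With 5 simulated arrays at the spread found without the 2 arrays that stood apart, 80 and 98 were called, with 12 false calls, and with 7 arrays at that spread 91 and 99, with 13. Simulated arrays vary independently, which these may not, so the recovery may be overstated.

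Alternatives set before the data were examined were another probe per gene or the mean of probes, a filter on dim genes, cyclic loess, median centring, eBayes with trend, array weights, only the arrays compared, the replicate number as a block, each array left out in turn, the F test, camera with an estimated correlation, and fry. Chosen after seeing the data were leaving out both arrays that stood apart, also with an estimated correlation, 2 covariates (the spread of each array, and the first principal component of the residuals), array weights by the gene-by-gene method, and adjustment over PTPN11, CXCL8 and ETS1 alone. A motif analysis of promoters had been planned for the case of a reference genome and was not run. The motif activity analysis of the paper and its tumour and 3D culture data were not analysed here.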

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

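All tests of explanations in this part were chosen after the results were seen. The gene lists and their comparisons were set beforehand. No list passed in any comparison with an estimated correlation, where the smallest adjusted p was 0.239 between the 2 hairpins and 0.560 for the mean of both.

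Between the 2 hairpins, 9 lists were lower with SHP2 sh2 than with SHP2 sh1 in camera's test of that difference. The median log2 difference was -0.77 for interferon-stimulated genes (adjusted p = 8.3e-14, but -0.098 and not called without SHP2 sh1 replicate 1, adjusted p = 0.773), -0.57 for hypoxia genes, -0.43 for cholesterol synthesis, -0.33 for inflammatory cytokines and NF-kB targets, -0.27 for mesenchymal genes, -0.27 for the Fig. 1A cytokines, -0.18 for AP-1 factors, -0.16 for ERK output genes and -0.094 for the integrated stress response. Without SHP2 sh1 replicate 1 the median was above 0 for hypoxia genes (0.13), cholesterol synthesis (0.12), the inflammatory list (0.37, called higher with SHP2 sh2, adjusted p = 0.021), the Fig. 1A cytokines (0.38), ERK output genes (0.08) and the stress response (0.24).

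Lists that the paper does not discuss also passed camera for the mean of both hairpins against Ctrl shRNA. The median log2 fold change was -0.95 for interferon-stimulated genes, -0.91 for G2/M genes, -0.54 for G1/S genes, -0.37 for cholesterol synthesis, -0.35 for hypoxia genes, -0.30 for the integrated stress response, 0.24 for blood cell markers and 0.24 for endothelial markers. Without the 2 arrays that stood apart, 2 of the 10 lists called in this comparison were called in the same direction, those of interferon-stimulated genes, with a smaller median of -0.34, and of G1/S genes, with -0.18. The -0.34 averages opposite signs, with a median of 0.41 with SHP2 sh1, which is then 1 array, and of -1.19 with SHP2 sh2.

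SHP2 sh1 replicate 2 and SHP2 sh2 replicate 2 stood apart. The brightest 25% of genes were 0.61 and 1.01 lower on them than the control mean on the log2 scale (medians), and the dimmest 25% were 0.26 and 0.53 higher. A narrowing of the signal that depends only on a gene's level is argued against as the whole cause, because the shifts of the 2 arrays from their own hairpins still had a correlation of 0.792 across genes once the trend with level was removed. RNA of blood or endothelial cells is argued against by their markers, whose median rise was 0.48 where the brightest 25% of genes were lower by 0.82. The largest rise among the 25 markers was 1.92. A deeper loss of SHP2 stays open, since the shift of PTPN11 lay at the 19.2 and 34.4 percentiles of genes of similar level in the same hairpin (40.4 and 66.2 by level in the controls), as do RNA quality and culture state, which were not tested. The match by level in the controls was made first, and by it a deeper loss was argued against. The match was then changed because PTPN11 is lower with the hairpins.

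Interferon-stimulated genes were lower on every SHP2 sh2 array. The 2 arrays that stood apart are argued against as the whole cause, because the median was -1.01 on SHP2 sh2 replicate 1 and -0.98 on replicate 3, below all of 10000 random lists matched on level. Random lists do not keep the correlation between these genes, estimated at 0.519, so the comparison with them may overstate the evidence. Loss of SHP2, which both hairpins share, and an effect of this hairpin alone cannot be told apart, because the median was 0.41 on SHP2 sh1 replicate 1 and -1.27 on SHP2 sh1 replicate 2, an array that stood apart.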

How the results depend on the processing

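Log2 fold changes below are for the mean of both hairpins unless another comparison is named, and the cause of a change was not tested unless stated. The test on simulated arrays recovered few 1-unit changes at the spread of these 7 arrays and most at the spread without the 2 that stood apart. On the real arrays without those 2, PTPN11 at -1.44 was still not called, so recovery in the data may be lower than simulated. The counts of called genes were 0 in all 4 comparisons under the other probe choices, the filter on dim genes, cyclic loess, median centring, the trend, each array left out, both arrays that stood apart left out, and the array spread as a covariate. They were also 0 with only the arrays compared (3 comparisons) and in the F test. PTPN11 was below 0 in every setting, from -2.04 to -1.44.

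Some settings gave calls. Adjusted over 3 genes alone, PTPN11 passed at -1.80. With the planned array weights, whose estimation stopped without converging and gave SHP2 sh2 replicate 1 a weight of 2.5e-06, 30 genes passed with SHP2 sh2, EPHA4 among them (-1.63, adjusted p = 0.047). With the gene-by-gene weights, chosen after seeing the data, 122 genes passed there, among them PTPN11 (-1.41, adjusted p = 0.030), EPHA4, BST2, IFI27 and STC2, and 0 in the other comparisons. With the first principal component of the residuals as a covariate, also chosen after seeing the data, 918 genes passed with SHP2 sh1, 5753 with SHP2 sh2, 4007 for the mean and 1 between hairpins, and 22 of the genes detailed here passed in some comparison, among them PTPN11 at -1.80 (adjusted p = 0.0087) and CXCL8 with SHP2 sh2 at -0.72 (adjusted p = 0.030). The adjusted p of PTPN11 ran up to 1.00 over the alternatives. This covariate is computed from the residuals, so by its construction it lowers the residual spread and leaves each fold change as it was, including any share of the arrays' common shift, and its calls are not independent of that.

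Whether the replicate numbers pair the arrays is open, since both arrays that stood apart carry number 2. Deviations of same-numbered arrays had correlations of -0.06 and -0.06 (Ctrl shRNA with SHP2 sh1), 0.02 and -0.03 (Ctrl shRNA with SHP2 sh2), and 0.62 and 0.85 (between hairpins, where SHP2 sh1 replicate 1 and SHP2 sh2 replicate 3 had 0.81, so these values do not single out the same number). With the replicate block, 0 genes were called in each comparison, with 753, 3323, 2427 and 468 at an unadjusted p under 0.05, PTPN11 was -1.85, and the median of the inflammatory list was -0.23.

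In the 4 comparisons fry, which tests a list without comparing it with other genes, called 0, 0, 0 and 0 lists. The camera counts of 9 (SHP2 sh1), 9 (SHP2 sh2), 10 (mean) and 9 lists (between hairpins) became 0, 0, 0 and 0 with an estimated correlation, also 0 in each with the 2 arrays left out and an estimated correlation. They were 5 between hairpins under cyclic loess, 6 for the mean with the 2 arrays left out, 3 (SHP2 sh2) and 6 (mean) with the spread covariate, and 5 (SHP2 sh1) with the residual component or gene-by-gene weights. Leaving out single arrays gave 6 to 13 (SHP2 sh1), 8 to 10 (SHP2 sh2), 4 to 11 (mean, 4 without SHP2 sh1 replicate 2) and 6 to 12 lists (between hairpins).

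The log2 fold changes of the 2 hairpins had a correlation of 0.843 across genes (simulated 0.547 with the shared controls alone) and a covariance of 0.142 (simulated 0.0786). Both hairpins were compared with the same 2 controls rather than with 1 each, and the simulated values already include this sharing. The excess in correlation was absent without the 2 arrays that stood apart, whereas that in covariance was not. At an unadjusted p under 0.05, 69 genes were lower with both (simulated 96.5) and 26 higher with both (simulated 98.1). These simulated counts are not a like comparison, because only 84 genes were lower with SHP2 sh1 at all. Chance overlap of the observed calls, which leaves out the shared controls, would give 1.52 lower and 0.62 higher with both. The correlation was 0.290 with the 2 arrays left out (simulated 0.410, covariance 0.0246 against 0.0140), and 0.0467 to 0.875 with single arrays left out, the lowest without SHP2 sh1 replicate 2.

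The inflammatory list, not called for the mean, was called higher under cyclic loess (0.17), with array weights (0.22), without SHP2 sh1 replicate 2 (0.30), with the 2 arrays left out (0.55) and with the spread covariate (0.55).

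Of the 38 genes detailed for the mean of both hairpins, 14 came closer to 0 by more than 1.5 times with the 2 arrays left out, 2 went further from it by as much, 4 changed sign and 18 stayed within 1.5 times, and 17 moved by more than 1.5 times without some single array.

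Values detailed in the text that changed sign were these. CXCL8 was 0.0015 under cyclic loess, 0.49 with the 2 arrays left out and 0.51 with the spread covariate, against -0.37. With SHP2 sh1, IFI27 was 0.24 and PDK1 0.39 with the 2 arrays left out (-1.02 to 0.24 and -1.60 to 0.39 with single arrays left out). With SHP2 sh1 alone CXCL8 was 0.30, 1.12 and 0.68, and with SHP2 sh2 0.34 with the covariate. ETS1 was 0.13, 0.082 and 0.11 in those settings and 0.0092 with gene-by-gene weights, with SHP2 sh2 0.067 under loess and 0.034 with the covariate, and with SHP2 sh1 -0.016 under median centring. CXCL1 was 0.12, 0.55 and 0.55, and 0.062 with gene-by-gene weights. HPRT1 was 0.18 with the 2 arrays left out and 0.20 with the covariate. In these last 2 settings the medians were 0.082 and 0.085 for ERK output genes, 0.15 and 0.15 for ETS1 targets (called higher in both, adjusted p = 0.014 and 0.0023) and 0.057 and 0.081 for the integrated stress response, and 0.041 for hypoxia genes with the 2 arrays left out. The median of the inflammatory list was -0.044 without dim genes and -0.014 under median centring, and that of the Fig. 1A cytokines -0.050 under median centring and -0.028 with array weights. Between hairpins, array weights gave 0.067 for ERK output genes, 0.0089 for the inflammatory list, 0.047 for mesenchymal genes and 0.15 for the stress response, which was 0.021 with the covariate and 0.058 with gene-by-gene weights, where the Fig. 1A cytokines were at 0.17.

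With single arrays left out, CXCL8 ran from -0.93 to 0.20 (above 0 without SHP2 sh1 replicate 2) and from -1.15 to 1.12 with SHP2 sh1, ETS1 from -0.16 to 0.20 with SHP2 sh1, CXCL1 from -0.71 to 0.29, the ETS1 targets from -0.83 to 0.036, the Fig. 1A cytokines from -0.24 to 0.20 and the inflammatory list from -0.52 to 0.30. Between hairpins the ranges were -0.52 to 0.076 for ERK output genes, -1.25 to 0.38 for the Fig. 1A cytokines, -1.54 to 0.37 for the inflammatory list, -0.90 to 0.12 for cholesterol synthesis, -0.42 to 0.24 for the stress response and -1.30 to 0.13 for hypoxia genes, each highest without SHP2 sh1 replicate 1. Where this leaves 1 array in a group, that array is assumed to vary like the other groups. A further 12 single-gene results and 37 gene-list results, mostly lists with 1 hairpin, were computed under every setting and are not detailed here, a selection made after the values were seen. Of these, 7 genes and 24 lists changed sign under some setting, 0 and 13 of them with the changed sign past the threshold, and 16 lists lost and 2 genes and 13 lists gained a call. The 2 genes, GAB2 and SOS1, did so with the residual component. The planned promoter motif analysis was not run, since no genome was used here.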

Differences from the paper's values

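For CXCL8 mRNA relative to Ctrl shRNA in SUM159 cells with SHP2 sh1, the paper's value is about 0.42 in Fig. 1F, read by eye, and the arrays gave 0.990. The paper's value is from RT-qPCR with HPRT1 as the control gene, after another length of doxycycline treatment than the labelled 15 days. The 2 measures therefore differ in assay, time and reference gene. Of the alternatives set before the data were examined, leaving out SHP2 sh1 replicate 1 gave 0.452, within 1.5 times the paper's value, and the others did not. The ratio was 2.17 without SHP2 sh1 replicate 2. For SHP2 sh2 the arrays gave 0.607, within 1.5 times the value of Fig. 1F, but not with array weights (0.838) or without SHP2 sh2 replicate 2 (0.908). These array ratios are not relative to HPRT1, whose log2 fold change was -0.55 with SHP2 sh1 and -0.70 with SHP2 sh2. CXCL8 had -0.01 and -0.72, so little of its fall with SHP2 sh2 would remain relative to HPRT1.

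The paper states that depletion of SHP2 lowered CXCL8 expression in SUM159 monolayers. On the arrays the log2 fold change was -0.01 with SHP2 sh1 and -0.72 with SHP2 sh2, neither past the threshold. With the first principal component of the residuals as a covariate, chosen after seeing the data, SHP2 sh2 passed at the same fold change (adjusted p = 0.030 from limma) and SHP2 sh1 did not. That covariate lowers the residual spread by construction and keeps the pull of SHP2 sh2 replicate 2 on the fold change. Without the 2 arrays that stood apart, the log2 fold change with SHP2 sh2 was -0.14.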

Other observations

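With SHP2 sh2, the gene lists with medians furthest from the controls were those of the interferon response, of G2/M and of low oxygen, though without the 2 arrays that stood apart G2/M was at -0.28 and not called (adjusted p = 0.225). With SHP2 sh2, 17 of 19 interferon-stimulated genes had a log2 fold change below 0, with a median of -1.43 (camera, adjusted p = 2.6e-11, or 0.571 with an estimated correlation). BST2, a membrane protein that tethers viruses, had -0.66 with SHP2 sh1 and -1.43 with SHP2 sh2, and IFI27 had -0.39 and -1.51, the former 0.24 without the array that stood apart. Of 17 hypoxia genes, 15 were below 0 with SHP2 sh2, with a median of -0.72 (adjusted p = 9.1e-06, or 0.571 with an estimated correlation), and of -0.41 with the 2 arrays that stood apart left out. STC2, a secreted glycoprotein, had -1.05 and -1.02 with the 2 hairpins, and PDK1, a kinase that limits pyruvate use, -0.60 and -1.47, the former 0.39 without the array that stood apart. Over all genes none of these passed. Adjusted over the hypoxia list alone, STC2 passed for the mean of both hairpins (adjusted p = 0.033 from limma).

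For the mean of both hairpins, 16 of 18 G1/S genes and 19 of 20 G2/M genes were below 0. UHRF1, which maintains DNA methylation, had a log2 fold change of -1.38, MCM7 of -0.76, MKI67 of -0.89 and CENPF of -0.95. The median of the G2/M list was -1.57 and -2.14 on the 2 arrays that stood apart and -0.26, -0.64 and 0.13 on the other SHP2 arrays. Cholesterol synthesis had HMGCS1 at -0.71 and DHCR7 at -0.56, and the integrated stress response PSAT1 at -0.72 and ASNS at -0.60. Epithelial genes had a median of 0.28 (adjusted p = 0.0548), with CLDN4 at 0.40 and CDH1 at 1.05, and were called higher under 7 of the alternatives (as with the replicate block, 0.31, adjusted p = 0.039), but had a median of 0.03 (adjusted p = 0.605) without the 2 arrays that stood apart, where CDH1 was at 0.28. Mesenchymal genes had a median of 0.15 (adjusted p = 0.256), with COL6A1 at 0.72 and SNAI2 at -0.46, and were called higher under 4 (as with cyclic loess, 0.28, adjusted p = 0.0022). AP-1 factors had a median of 0.20 (adjusted p = 0.490), with JUN at -0.57 and JUNB at -0.30. Among blood cell markers CSF1R was at 0.31 and MS4A1 at 0.41, and among endothelial markers TEK was at 0.49 and PLVAP at 0.40. None of the genes in this paragraph passed the threshold. Without the 2 arrays that stood apart, MKI67, CENPF, HMGCS1, DHCR7, JUN, CDH1, MS4A1 and PLVAP came closer to 0 by more than 1.5 times, and ASNS and CSF1R moved by as much without some single array. As the weakest values over all settings, UHRF1 had -0.58, MCM7 -0.42, JUNB -0.0040, SNAI2 -0.091, CLDN4 0.23 and TEK 0.31. The rule for naming genes took the 2 of smallest p in each list, so the values of the named genes lie toward the ends of the lists.

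All 5 SHP2 arrays lay below both controls in 1321 genes (7.17%) and above both in 1497 genes (8.13%), where chance gives 4.76% for each. The median of the inflammatory list was 1.06 above the control mean on SHP2 sh1 replicate 1, and -0.48 on SHP2 sh1 replicate 2. It was -0.05, -1.35 and 0.23 on SHP2 sh2 replicates 1, 2 and 3.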
